A study of Mus musculus with 2 samples. Its data were reported in "Genome-Wide uH2A Localization Analysis Highlights Bmi1-Dependent Deposition of the Mark at Repressed Genes" (2009).

How the data were processed

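RNA from 2 cultures of mouse embryonic fibroblasts (MEFs) was measured, 1 wild-type for Bmi1 and 1 null for it. Both lines had been immortalised by overexpression of TBX2, a T-box repressor, and the labels give both as male and of the C57BL/6 strain. Per the labels and the methods of the study, total RNA was reverse-transcribed from an oligo(dT) primer carrying a T7 promoter, biotinylated cRNA was transcribed from it, and each cRNA was hybridised to an Affymetrix mouse expression array. The authors derived 1 intensity per probe set with the MAS5 algorithm, which compares perfectly matched with mismatched probes. The deposited intensities were linear and positive, from 0.0309 to 23377 on the wild-type array and from 0.0356 to 22149 on the null array. The authors had scaled each array as a whole, since the mean of the values left after removing 2% at each end was 500 on both. A single factor per array sets both arrays to the same mean, so a change shared by most transcripts would be lost. Detection calls were not used here, and the scaling settings were not given in the sources used here.

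Of 45101 probe sets on each array, 34958 had 1 gene symbol in the platform annotation, 932 had several and 9211 had none there. Symbols were checked through Entrez identifiers against the RefSeq gene table of assembly GRCm38; 34754 were found and 0 changed. No coordinates are given, because the array annotation carried no genome build. Probe sets with several symbols named no gene. Each of the resulting 18194 genes was represented by its probe set with the highest mean log2 signal, and 9012 genes had at least 2 to choose from.

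Signals below 0.2 times the trimmed mean of their array, that is below 100, were set to that floor before log2 was taken. A gene at or below the floor on both arrays was called not measured and given no ratio. In the alternative settings without a floor or with a pseudocount every gene had a ratio. List values in those settings therefore cover all matched genes, not only the measured ones. For a gene below the floor on 1 array, the fold against the floor is a lower bound and is written as at least N-fold; counts past a threshold use this bound. Log2 ratios are null over wild-type throughout.

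With 1 array per group there was no replicate and no test, so no p-value is given and counts of genes past 2-fold are descriptive. Line, culture, genotype and array cannot be told apart by the design. Precision was described by the spread of log2 ratios between probe sets of 1 gene (the SD of pair differences over the square root of 2), which covers probe set error only. This SD was 0.38 for pairs whose brighter signal was 100 to 500 (1708 pairs), 0.27 for 500 to 2000 (1386 pairs) and 0.22 for 2000 or more (839 pairs). These classes do not hold all pairs, and over all 5318 the SD was 0.36. The class values therefore do not describe the pairs outside the classes. The number of arrays limits all other precision. A gene list was described by its median log2 ratio and the percentile of that median among 10000 random lists of the same size, drawn from measured genes and matched in 20 bins of mean log2 signal. The random range is the central 95% of their medians. For the unfloored mean fold of the uH2A list, random lists were drawn in the same way from all genes with a symbol, and for wild-type signal they were not matched on signal. The percentile describes these 2 arrays and is not a p-value.

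Before the data were examined, 34 lists of genes were fixed. They covered the study's published list of genes with a promoter peak of Bmi1-dependent ubiquitylated H2A (uH2A), the 12 genes that the study tested by ChIP-qPCR, Polycomb subunits, H2A ubiquitin enzymes, DNA methylation enzymes, cell cycle and p53 genes, Hox and other developmental regulators, imprinted genes, matrix and contractile genes, signalling and metabolic groups, and markers of other cell types. The uH2A list held 661 symbols, of which 564 matched a gene on the array, 57 of them through an older symbol, and 97 were left unmatched. The study's own selection of genes with reliable fold changes was not used here. The uH2A list was drawn from ChIP-seq of the same pair of cell lines, not from expression. Analyses by uH2A tag density and by H3K4 or H3K27 methylation class were not made here.

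The rule for the genes named in the text was also fixed in advance. It took (a) Bmi1, Tbx2, Tbx3, Cdkn2a, Cdkn2b and the sex chromosome genes, (b) the 10 highest and 10 lowest ratios among genes above the floor on both arrays whose brighter signal was at least the trimmed mean and whose other measured probe sets, if any, all differed at least 2-fold in the same direction, and (c) by the same conditions the 5 brightest genes each way with the other array below the floor. It further took (d) up to 4 members of each list that differed at least 2-fold with a brighter signal of at least the trimmed mean, largest difference in log2 ratio from 0 taken before smaller ones, with 6 higher and 6 lower members of the uH2A list, and (e) the 12 ChIP-qPCR genes. Genes named outside this rule are said to be so where they appear, and 1 gene that the rule took is not reported here.

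Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and plots used matplotlib 3.10.9. The steps were tested on simulated data for the null over wild-type comparison over 11876 genes, of which 200 had been changed 2.83-fold or 8-fold. At the 2-fold threshold, 97% of genes changed 2.83-fold and 99% of those changed 8-fold were recovered, and 1.52% of unchanged genes passed. Recovery by signal level is not given, so these shares do not describe genes near or below the floor. A list of 300 genes raised by 0.3 log2 lay at percentile 100. Of 100 unchanged lists of 25 genes, 93 lay inside the central 95%. Alternatives were floors at 0.1 and 0.4 times the trimmed mean, no floor, a pseudocount of 100 in place of the floor, centring on the median ratio, quantile normalisation, an intensity-dependent loess with a span of 0.3, the mean over probe sets of a gene, omission of probe sets with the suffixes _s_at, _x_at and _a_at, thresholds of 1.5-fold and 3-fold, other averages of fold, unmatched random lists, and the uH2A list without members matched through older symbols.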

Results

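Expression was profiled in TBX2-immortalised MEFs with and without Bmi1, a subunit of Polycomb repressive complex 1 (PRC1) that stimulates the ubiquitylation of histone H2A. There was 1 array for wild-type cells and 1 for Bmi1 null cells, without replicates, so each difference below is between 2 arrays. Of 18194 genes, 11766 (64.7%) had a signal above the floor of 100 on at least 1 array. The median signal over all probe sets was 84.8 in wild-type and 90.1 in null cells. Spike-in transcripts added to both hybridisations differed little, with null over wild-type folds of 0.890 to 1.06 across 18 probe sets. The ratio of 3' to 5' signal, a measure of RNA integrity, was 1.20 in wild-type and 1.15 in null cells for beta-actin, and 0.799 and 0.809 for Gapdh. Across the 19790 probe sets above the floor on both arrays, log2 signals correlated with a Pearson r of 0.931, a value across probe sets, which are not independent replicates.

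The targeted gene was examined before any other. Bmi1 signal at the probe set with the higher mean signal was 9933 in wild-type and 2146 in null cells, 4.63-fold lower (log2 ratio −2.21). A second Bmi1 probe set read 931 and 831, only 1.12-fold lower (log2 ratio −0.16). With the mean of both probe sets the Bmi1 log2 ratio was −1.19. Where these probes lie relative to the deleted part of the gene is not known here, and a probe outside it would not report the deletion. The immortalising factor gave no usable signal, since mouse Tbx2 read 23.2 in wild-type and 8.03 in null cells, below the floor on both arrays. Its relative Tbx3 read 66.2 and 220, at least 2.20-fold higher in null cells, but another Tbx3 probe set gave a bound of only 1.18-fold.

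The Ink4-Arf locus, whose products p16 and p19Arf restrain proliferation and which Bmi1 is known to repress, differed between the lines. Cdkn2a, which encodes both proteins, was 4.27-fold higher in null cells (331 to 1415), whereas its neighbour Cdkn2b was 1.26-fold higher (691 to 873). Genes of the Y chromosome also separated the lines. Eif2s3y read 1683 in wild-type and was below the floor in null cells (at least 16.8-fold lower), and Uty (at least 11.9-fold) and Kdm5d (at least 7.12-fold) were lower in the same way, although both lines carry the label male. Xist, transcribed from the inactive X chromosome, was close to the floor on both arrays at 153 and 124.

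The question of how broadly expression differed in the absence of Bmi1 was addressed by counting genes. At least 2-fold higher signal was found in null cells for 674 genes (5.73% of those measured) and at least 2-fold lower signal for 607 (5.16%). Ptn, a heparin-binding growth factor, was 96.8-fold higher (126 to 12197) at its brightest probe set, and its other probe sets, below the floor in wild-type cells, were at least 17.6-fold and at least 2.38-fold higher. The small leucine-rich proteoglycans Ogn and Prelp were 68.2-fold and 17-fold higher, the collagen Col14a1 20.4-fold (5.51-fold at another probe set), the growth factor Tgfb2 30.5-fold and the heparan sulfatase Sulf1 16-fold. Vnn1 (53.6-fold), the prostacyclin synthase Ptgis (32.4-fold) and Calml4 (25.5-fold) were also among the 10 highest. The lowest bound from another probe set was 10.5-fold for Tgfb2 and 7.13-fold for Prelp. Of genes below the floor in wild-type cells, Igfbp2 was at least 98.0-fold higher, Gpm6a at least 88.3-fold, Igf1 at least 60.6-fold, Ccn3 at least 53.9-fold and Spon2 at least 42.7-fold, although another Spon2 probe set was only 2.09-fold higher (179 to 376).

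In the opposite direction, the acute-phase protein Saa3 was 104-fold lower in null cells (12730 to 123). The chemokines Ccl7 and Ccl8 were 41.4-fold and 25.6-fold lower, the stromelysin Mmp3 40.1-fold and the metallothionein Mt2 27.9-fold. Arhgdib (43.9-fold), the Wnt pathway regulator Dact1 (23.9-fold), the deiodinase Dio2 (21.6-fold, but 2.00-fold at another probe set), the mesenchymal transcription factor Twist2 (20.1-fold) and Gap43 (18.4-fold) were the others of the 10 lowest. Genes below the floor in null cells alone included Lcn2 (at least 22.8-fold lower), Gdf10 (at least 21.9-fold), Rpl39l (at least 20.9-fold) and Slc35d3 (at least 19.8-fold), besides Eif2s3y. Of the 674 higher genes, 314 had several measured probe sets, and in 298 of these all had the same sign and in 146 all were at least 2-fold higher; for the lower genes these counts were 252 and 126 of 264. Without a floor the counts were 2347 higher and 1580 lower, since ratios of signals near background entered them.

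**Figure D1:**
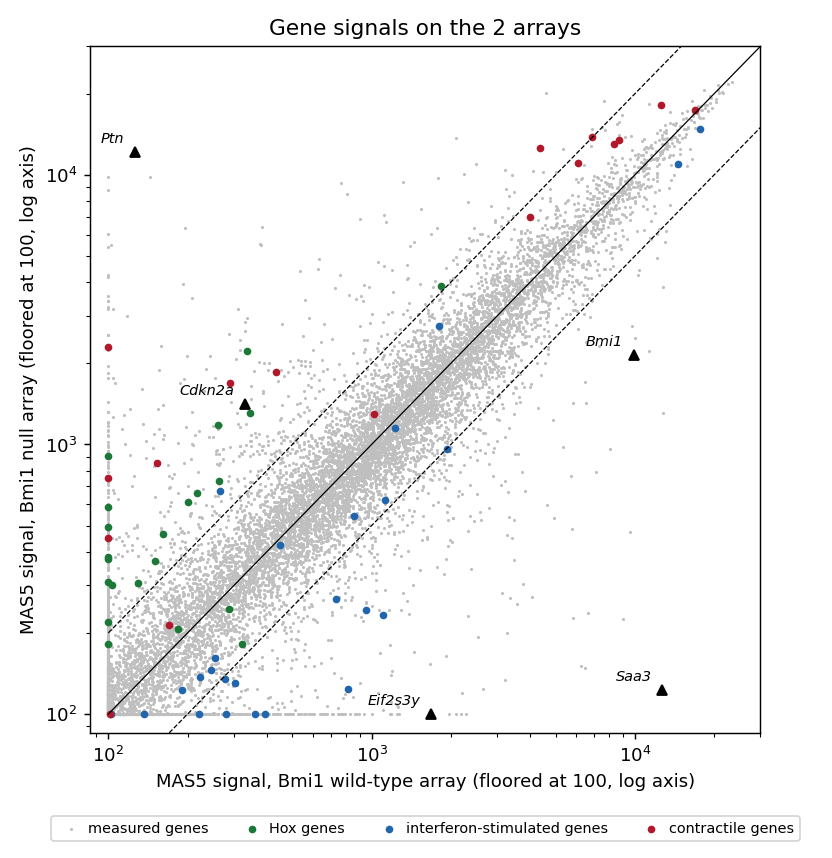
Signal of each measured gene on the Bmi1 wild-type array (x axis) and the Bmi1 null array (y axis), both log axes in MAS5 units with signals below 100 drawn at 100. Grey points are genes, coloured points are members of 3 gene lists, triangles are single genes, the solid line marks equal signal and dashed lines mark 2-fold. Most Hox and contractile genes lie above the diagonal and most interferon-stimulated genes below it, and Bmi1 lies 4.63-fold below it.

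Hox genes, the homeobox genes that pattern the body axis and are classical Polycomb targets, had the highest median in the main setting among lists with more than 1 measured member. Of 22 measured Hox genes, 18 were at least 2-fold higher in null cells and 0 were at least 2-fold lower. Their median log2 ratio was 1.57, beyond all 10000 matched random lists (central 95%, −0.26 to 0.30). Hoxc8 was at least 9.03-fold higher, Hoxd9 6.6-fold, Hoxa10 at least 5.85-fold and Hoxb2 4.53-fold. Members of all clusters took part, with 4 of 6 measured genes at least 2-fold higher in cluster A, 5 of 6 in B, 5 of 6 in C and 4 of 4 in D. The Hox median was 0.98 with a pseudocount in place of the floor, over all 33 matched genes. It was 1.07 with the floor at 0.4 times the trimmed mean, where the mesothelial (1.60) and cartilage and bone (1.45) medians were higher.

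Developmental transcription factors outside the Hox clusters showed no such common direction. Of 45 measured, 13 were at least 2-fold higher and 10 at least 2-fold lower, with a median log2 ratio of 0.02 (percentile 52.95). Foxa2, an endoderm factor, was at least 7.93-fold higher, Gata6 7.34-fold and Prrx2 6.90-fold, whereas the ratio of Twist2 was among the 10 lowest given above. Of 17 measured imprinted genes, 7 were at least 2-fold higher and 1 lower (median 0.42, percentile 99.9). Dlk1 and Rian, neighbours in 1 imprinted cluster, were 5.61-fold and 4.21-fold higher, Igf2 4.43-fold and Ndn 3.74-fold. The imprinted median was 0.16 with a pseudocount, over all 25 matched genes. The random range of −0.23 to 0.21 was found with the floor for the measured genes, so it cannot place that value. Rian probe sets above the floor on both arrays had log2 ratios of 2.08 and 2.51. Its other probe sets were below the floor in wild-type cells, with bounds of at least 0.02 and at least 0.85.

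Genes of the cell cycle were higher in null cells as a group. Of 37 measured E2F and cell cycle genes, 8 were at least 2-fold higher and 0 at least 2-fold lower, and the median log2 ratio was 0.67 (random range −0.17 to 0.17, percentile 100). Tk1, a thymidine kinase of S phase, was 3.59-fold higher, the cyclins Ccne1 and Ccnb2 2.55-fold and 2.46-fold, and the proliferation marker Mki67 2.41-fold. Among 7 measured CDK inhibitors, Cdkn2a was the 1 gene at least 2-fold higher and 1 was at least 2-fold lower (median 0.34, percentile 95.1). Targets of p53 were spread, with 1 of 19 at least 2-fold higher and 4 lower (median −0.14, percentile 11.8, random range −0.23 to 0.20). With the mean of probe sets the median was −0.42, a setting for which no random range is given here. The apoptosis genes Pmaip1 and Perp were 6.6-fold and 5.31-fold lower and Gadd45a 4.42-fold lower, while Sesn1 was 2.37-fold higher at its brightest probe set and 1.46-fold and 1.60-fold at others.

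Contractile genes of smooth muscle formed another group with higher signal in null cells. Of 17 measured, 8 were at least 2-fold higher and 0 lower, with a median log2 ratio of 0.86 (random range −0.19 to 0.18, percentile 100). Calponin (Cnn1) was at least 22.9-fold higher, the myosin light chain kinase Mylk at least 7.49-fold, Smtn 5.85-fold and Lmod1 5.58-fold. The probe sets of Mylk were all below the floor in wild-type cells. Their log2 ratios, from 0.13 to 2.91, are lower bounds and cannot show whether they differed alike. Fibroblast and matrix genes went both ways, 12 of 37 being at least 2-fold higher and 4 lower (median 0.16, percentile 99.6). Ogn and Prelp were on the higher side, and Mmp3 and the PDGF receptor Pdgfra (9.31-fold lower) on the other.

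Markers of other cell types were compared because fibroblast cultures from embryos can be mixed. Of 6 measured mesothelial markers, Gpm6a and Upk3b (9.01-fold) were at least 2-fold higher and Msln was 2.92-fold lower (median 0.37, percentile 91.0; 1.60 with the floor at 0.4 times the trimmed mean). Of 11 neural and glial markers, 3 were at least 2-fold higher and 2 lower (median 0.43, percentile 99.1), among them Map2 (8.77-fold higher, at least 2.86-fold at another probe set), Ncam1 (2.25-fold higher) and Gap43. Of 9 cartilage and bone markers, 2 were at least 2-fold higher, Mgp (at least 5.47-fold) and Col11a1 (5.2-fold), and 0 lower (median 0.52, percentile 99.9). Of 5 epithelial markers, 2 were at least 2-fold higher and 1 lower (median 0.84, percentile 98.9), with Epcam 5.59-fold higher and Perp lower as above, and the median turned to −1.17 once probe sets with the suffixes _s_at, _x_at and _a_at were left out. The Epcam fold rests on 1 probe set with the suffix _x_at (149 to 834). The other Epcam probe set was below the floor on both arrays (5.8 and 11.5). With a pseudocount the neural, cartilage and epithelial medians were 0.20, 0.12 and 0.043, over all 16, 16 and 18 matched members. Their random ranges (−0.31 to 0.35, −0.23 to 0.30 and −0.62 to 0.71) were found with the floor for measured members and cannot place these values. The epithelial median was 0.21 without a floor and with it at 0.1 times the trimmed mean, and 0.45 at 0.4 times. Medians without a floor likewise cover all matched members, and those at other floors the members measured there. The skeletal muscle list had 1 of 7 members at least 2-fold higher, Tnnc1 (2.54-fold), and 1 lower, Acta1 (2.17-fold), with a median of −0.34 (percentile 8.41) that turned to 0.44 without a floor. Adipocyte markers likewise had 1 of 9 higher, Lpl (6.37-fold), and 1 lower, Cebpd (3.81-fold, and 1.56-fold at another probe set), with a median of −0.26 (percentile 2.97). Macrophage and blood cell markers had 4 measured members and 1 at least 2-fold lower, Cd14 (2.24-fold; median −0.37, percentile 11.7, and 0.18 without a floor). Endothelial markers had 1 of 8 lower (median −0.00026, percentile 39.4), and melanocyte and pluripotency markers 1 of 3 lower (median 0.16, percentile 64.5).

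Lists of immune and inflammatory genes had medians below 0, with members in both directions. Of 25 measured interferon-stimulated genes, 11 were at least 2-fold lower and 1 higher, and the median log2 ratio was −0.75, below all matched random lists (central 95%, −0.22 to 0.24). The immunoproteasome subunit Psmb8 was 6.56-fold lower, Ifit3 4.75-fold, Ifit1 3.91-fold and the chemokine Ccl5 2.74-fold. Of 25 measured inflammatory and senescence-associated secreted factors, 12 were at least 2-fold lower and 3 higher (median −0.90, percentile 0, random range −0.20 to 0.21). Mmp3, Ccl7 and Ccl8 had the lowest ratios of this list, and Igfbp2 had the highest.

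**Figure D2:**
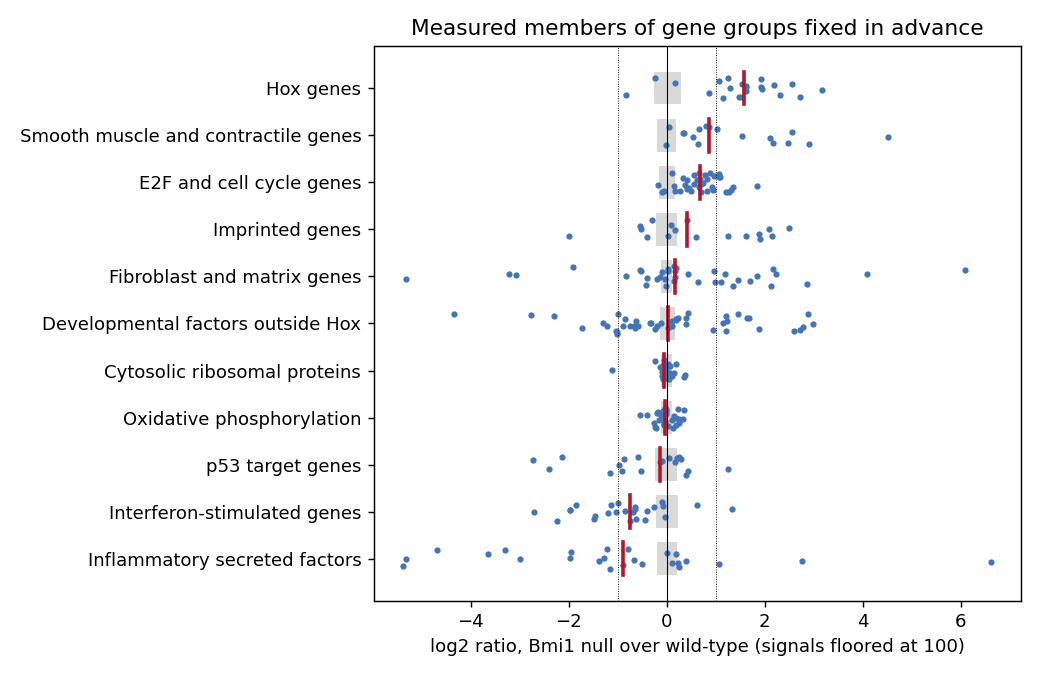
Log2 ratio, null over wild-type, of each measured member (points) of 11 gene lists fixed in advance. Red bars are list medians, grey bands span the central 95% of medians of 10000 signal-matched random lists, and dotted lines mark 2-fold. The Hox median of 1.57 lies to the right of its band and the interferon median of −0.75 to the left of its own, while ribosomal and oxidative phosphorylation genes cluster near 0.

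Signalling and stress groups held members that differed in both directions. Of 18 measured Wnt, BMP and FGF ligands and antagonists, 5 were at least 2-fold higher and 6 lower (median 0.08, percentile 74.5), with Fgf7 12.4-fold lower, Dkk3 6.93-fold lower, Grem1 4.34-fold lower and Sfrp4 4.39-fold higher. Antioxidant and glutathione genes had 2 of 19 higher and 3 lower (median 0.03, percentile 65.4). Gstt1 was 6.75-fold and Gsta4 2.48-fold higher. The cystine transporter Slc7a11 was 2.57-fold and the superoxide dismutase Sod2 2.27-fold lower. Other Sod2 probe sets were 1.90-fold, 2.69-fold and, with null signal below the floor, at least 1.54-fold lower. Hypoxia and glycolysis genes had 2 of 22 higher and 2 lower (median −0.047, percentile 36.8), Pdk1 being at least 9.75-fold higher and Adm and Ndrg1 5.45-fold and 3.64-fold lower. Housekeeping groups were near 0. None of 14 sterol synthesis genes (median 0.02, percentile 59.8) and none of 35 oxidative phosphorylation genes (median −0.038, percentile 27.4) differed at least 2-fold, and among 31 ribosomal protein genes (median −0.047, percentile 27.4) Rpl12 alone did, 2.18-fold lower.

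The machinery of Polycomb and of H2A ubiquitylation was examined because its other members could differ when Bmi1 is absent. Among 20 measured PRC1 subunits, Bmi1 and 1 other were at least 2-fold lower and 0 higher (median −0.093, percentile 21.6). The other, Cbx7, was 2.11-fold lower and is named after its value was seen. Among 14 PRC2 subunits and H3K27 demethylases, Uty and Ezh1 (2.13-fold) were at least 2-fold lower and 0 higher (median −0.14, percentile 15.3). None of 14 H2A ubiquitin ligases and deubiquitinases differed at least 2-fold (median 0.07, percentile 72.8). Of 12 DNA methylation genes, the methyltransferase Dnmt3a (2.56-fold) and Uhrf1 (2.24-fold) were at least 2-fold higher and 0 lower (median 0.17, percentile 90.3). Another Uhrf1 probe set was only 1.34-fold higher, and those of Dnmt3a ranged from 1.49-fold to 2.82-fold.

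A question of the study for these arrays was whether genes with a promoter peak of Bmi1-dependent uH2A are expressed differently without Bmi1. Of the 361 such genes measured, 21 were at least 2-fold higher in null cells, 23 at least 2-fold lower, and 317 differed less. The mesothelial gene Upk3b was 9.01-fold higher, Hoxa10 at least 5.85-fold, the imprinted gene Dlk1 5.61-fold, Bst1 at least 5.53-fold, the matrix protein Mgp at least 5.47-fold and Atp10d 3.15-fold. On the lower side were Ccsap (8.52-fold), the chemokine Ccl11 (at least 7.91-fold), Pmaip1 (6.6-fold), Perp (5.31-fold), Rgs2 (3.98-fold) and Atp6v0e2 (3.64-fold). The median log2 ratio of the list was −0.026, against 0.0068 for all other genes and −0.039 to 0.064 in the central 95% of matched random lists (percentile 7.04). The share at least 2-fold higher was 5.82% (percentile 63.5) and the share at least 2-fold lower 6.37% (percentile 94.3). With the floor at 0.1 times the trimmed mean the shares were 6.31% higher and 6.08% lower, over 444 genes. At 0.4 times they were 6.14% and 5.12%, over 293 genes, so which was larger depended on the floor. Without a floor the higher share was again the larger, and in the remaining settings that gave shares the lower one was. Without a floor and with a pseudocount the shares are over all 564 matched genes. The median's percentile went below 2.5 in some settings, to 0.48 with a floor at 0.4 times the trimmed mean, so its place within the random range depended on the setting, while its sign was negative in each.

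An average of folds gave another picture of the same list. The arithmetic mean of null over wild-type fold, taken without a floor over all 564 matched genes, was 1.47. The same mean was 1.89 over all other genes, and 1.71 in the median matched random list (central 95%, 1.38 to 4.87; percentile 10.8). The median of these unfloored folds was 0.997 (log2 −0.0045, percentile 2.33), their geometric mean 1.03, and 49.6% of the genes had a fold above 1. Turned around, wild-type over null, the arithmetic mean was 1.61. The 203 listed genes below the floor on both arrays had a mean fold of 1.70, and of 18 genes with a fold above 5, 16 were at or below the floor in wild-type cells. Over the 361 measured genes the mean was 1.34 without the floor and 1.14 with it.

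**Figure D3:**
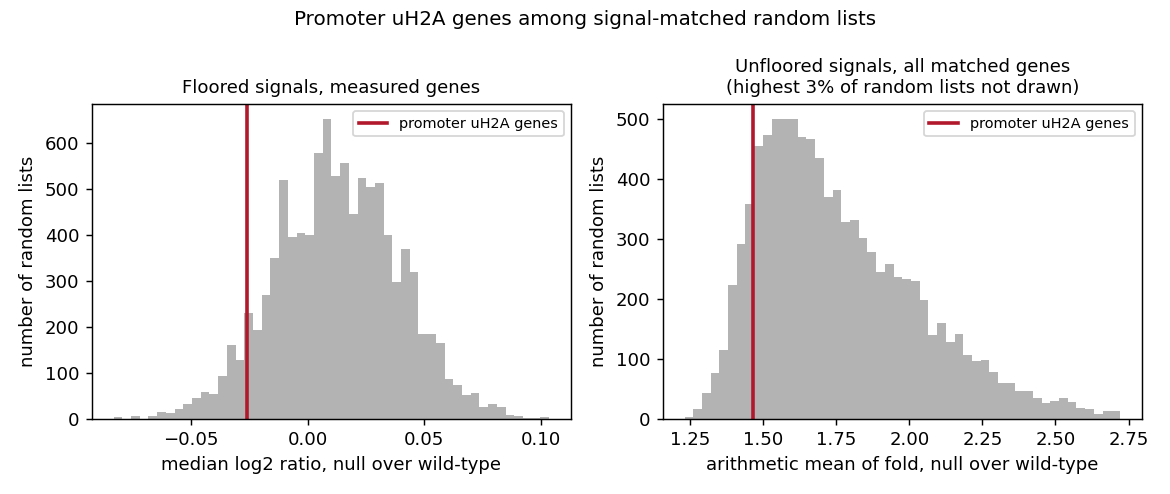
Genes with a promoter uH2A peak (red lines) among 10000 random gene lists matched on signal (grey counts), by median log2 ratio of measured genes (left) and by arithmetic mean of unfloored fold (right). The red lines stand at −0.026 and 1.47, at percentiles 7.04 and 10.8 of the random lists.

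Whether promoter uH2A marks genes of low activity was examined in wild-type cells alone. The median signal was 184 over the 564 listed genes and 217 over all other genes, and random lists of the same size, not matched on signal, had medians of 161 to 294 in their central 95% (percentile 13.7). Signal above the floor was found for 58.0% of listed and 60.3% of other genes (percentile 12.7). Signals of different probe sets are not calibrated against each other, which limits such a comparison of levels. Once probe sets with the suffixes _s_at, _x_at and _a_at were left out, the median was 120 over 513 listed genes and 159 over other genes, with random lists at 117 to 216 in their central 95% (percentile 3.73).

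Promoters that the study tested by ChIP-qPCR were followed individually. Of the genes with a uH2A peak, 8 were measured (median log2 ratio −0.070, percentile 25.1), and Arpc3 was not analysed here. None of those above the floor on both arrays differed at least 2-fold. Cebpa was below the floor in wild-type and 111 in null cells, at least 1.11-fold higher, a bound that leaves its fold open. B4galnt1 was 1.63-fold lower, Dcxr 1.30-fold lower, Fgf6 at least 1.15-fold lower and Chmp2a 1.15-fold lower, whereas Zfp12 was 1.41-fold higher and Gfod2 was 1.04-fold higher. Iars was 1.06-fold higher at 1 probe set and 1.11-fold lower at another. Of the genes without a peak, Mta2 had a log2 ratio of −0.10 (percentile 42.8), and Hbb-b2 and Ppara were below the floor on both arrays.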

Values the study reported

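The study counted 671 promoters carrying a peak of Bmi1-dependent uH2A and obtained fold-change data that it considered reliable for 472 of the genes. It gave the average change of these genes in Bmi1 null cells as an increase of 1.5 fold. When the genes were ordered by uH2A tag density and divided into groups of 157, 157 and 158, their average changes were given as 1.14, 1.98 and 1.37 fold. Expression in wild-type cells was related to uH2A for 13,354 genes. By a Wilcoxon test the study found significantly lower expression there for genes with a promoter uH2A peak than for those without. It also called the finding for the tag density groups significant. The comparison of wild-type signal made here used other genes and another statistic.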

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

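The results here come from probe sets that the comparison of named genes did not use. A control probe set for the B1 repeat, a short interspersed element that is abundant in mouse transcripts, read 2287 in wild-type and 4278 in null cells, 1.87-fold higher. The other 32 control probe sets above the floor on both arrays lay between 0.492-fold and 1.23-fold. Both ends of this range were probe sets for pyruvate carboxylase, an enzyme that cells express, of which a further one above the floor on both arrays was at 0.690-fold. The remaining one read 222 in wild-type cells and was below the floor in null cells, so 3 of 4 were lower there. Of 1849 measured probe sets without a gene symbol here, 73 were at least 2-fold higher in null cells and 74 at least 2-fold lower, shares of 3.95% and 4.0%. These shares were below the 5.73% and 5.16% of named genes, a difference that was not tested. The units differ, since each named gene counts by its brightest probe set and the others count every measured probe set.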

How the results depend on the processing

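No paired analysis was possible because each genotype had 1 array and no result came from a test. Of the values for the main results under the alternatives fixed in advance, 68 stayed within their spread or within 1.5 times of a count and 20 moved, of the medians of gene lists 252 stayed, 43 moved and 1 reversed, and of 850 values for the 96 named genes that differed at least 2-fold, 839 still did so and 0 changed sign. The other 11 belonged to Tbx3, Sesn1, Uhrf1, Ncam1, Ezh1, Acta1 and Rpl12. Most named genes were chosen for large differences on these same arrays, so their stability does not describe other genes. Over all named genes, 795 values stayed within the probe set SD of the main value and 148 moved. With the floor at 0.4 times the trimmed mean, the median of promoter uH2A genes was −0.077 (percentile 0.48) and their mean fold 1.10. Without a floor, 2347 genes were at least 2-fold higher and 1580 lower, 12.8% of the uH2A genes were at least 2-fold higher and 9.04% at least 2-fold lower, and the percentile of their median was 2.4. With a pseudocount the shares were 2.66% higher and 3.01% lower and the mean fold 1.08. These shares, like those without a floor, are over all 564 matched genes and not the 361 measured ones. The percentile of the uH2A median was 2.08 after loess and 1.26 with the mean of probe sets, where the Bmi1 log2 ratio was −1.19. Other averages of the uH2A folds were 1.14 with the floor and 1.03 for the geometric mean. Without probe sets ending in _s_at, _x_at or _a_at, the median wild-type signal was 120 for uH2A genes and 159 for other genes, and the epithelial median turned to −1.17. The medians of the skeletal muscle (to 0.44), macrophage (to 0.18), melanocyte (to −0.29), Wnt (to −0.15), antioxidant (to −0.072), endothelial (to 0.063) and non-Hox developmental (to −0.053) lists, all inside their random ranges in the main setting, also took the other sign in some settings, and the p53 target median was −0.42 with the mean of probe sets. At 1.5-fold, 1469 genes were higher and 1414 lower, and at 3-fold 326 and 260, by construction of the threshold. Where the construction of the setting does not show it, the cause was not tested. Signal over background limited the comparison, since 6428 genes were below the floor on both arrays.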

Other observations

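The scan of gene families and the tests of explanations in this part were chosen after the values had been seen, while the lists and the settings they draw on had been fixed in advance. Genes were grouped by the letters of their symbols before the number, transcripts named for the opposite strand were left out, and 165 such families with at least 8 measured genes were scanned, of which 6 lay above and 10 below the central 95% of matched random lists, against about 4.13 by chance on each side. Frizzled genes, which encode Wnt receptors, were among the highest. Of 9 measured, 4 were at least 2-fold higher in null cells and 0 lower, with a median log2 ratio of 0.86 (random range −0.36 to 0.34). Fzd6 was 5.42-fold higher (372 to 2017), Fzd4 2.17-fold, Fzd1 2.07-fold and Fzd2 2.03-fold, and Fzd3 was 1.74-fold lower. Other probe sets of the higher genes were under 2-fold, with log2 ratios down to 0.035 for Fzd6, 0.25 for Fzd1, 0.51 for Fzd2 and 0.73 for Fzd4, and 1 for Fzd3 had the other sign (0.32), so the counts past 2-fold rest on the brightest probe sets. Kinesins had 6 of 17 members at least 2-fold higher and 0 lower (median 0.53, random range −0.26 to 0.26). Most of these 6 act in mitosis, as do Kif20a (2.56-fold), Kif20b (2.51-fold), Kif23 (2.5-fold), Kif11 (2.31-fold) and Kif18a (2.24-fold), but Kif26b had the highest ratio (3.12-fold), and Kif11 was also on the cell cycle list above. Other probe sets of Kif11 and Kif23 had log2 ratios down to 0.13 and 0.57. CC chemokines had 5 of 10 members at least 2-fold lower (median −1.04, random range −0.33 to 0.33), including Ccl2 (9.78-fold lower, 12845 to 1313), while Ccl9 was 6.46-fold higher (138 to 894). Of the lower members, Ccl7 and Ccl8 were also on the inflammatory list above, Ccl5 on the interferon list and Ccl11 on the uH2A list.

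The mean fold of promoter uH2A genes lay above 1 while their median did not. If the listed genes had in general been raised by about the mean, their unfloored median log2 ratio would lie near 0.55. Over the same 564 genes it was −0.0045, so a rise of that size was not general. This median is part of the pattern itself and not a separate test. If the mean came from a spread of folds shared by genes of like signal, random lists matched on signal would reach it. The mean fold stood at percentile 10.8 of these lists, consistent with a source that is not particular to the listed genes.

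Y-linked genes were below the floor in the null line although both lines carry the label male. A loss of signal on the null array in general is argued against, because of 2830 other genes with wild-type signals within those of the 3 Y-linked genes only 0.601% were below the floor in null cells. Xist was not higher in the null line, with a log2 ratio of −0.31 at its 1 measured probe set. That probe set was close to the floor (153 and 124), and the others were below it on both arrays. No line known to have 2 X chromosomes was measured, so Xist cannot decide whether the null line had them. The paper states that the lines were made from littermates, so they came from different embryos. Loss of the Y chromosome in culture, a single wrong label and an embryo other than the stated one were not tested and remain open.

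Hox genes were higher in the null line across all clusters. Scaling or the floor is argued against as the whole cause, because the lowest median log2 ratio over 10 settings was 0.98. That value came with a pseudocount, over all 33 matched Hox genes. The random lists of the main setting, drawn for measured genes, had 0.30 as the upper end of their central 95%. A release of developmental regulators in general is argued against for the 45 measured outside the Hox clusters. Their median log2 ratio was 0.02 (percentile 52.95, random range −0.14 to 0.17), with 13 higher and 10 lower. A release of only some of them cannot be told apart from other causes. A different position of origin of the embryonic cells, or drift of the lines after immortalisation, cannot be told apart from loss of Bmi1 with 1 array per genotype. Direct repression of Hox genes by Bmi1 was not tested. Of the 33 Hox genes matched on the array, 2 were on the promoter uH2A list, Hoxa10 and Hoxa5, the latter named after its value was seen. Expression in further lines of each genotype, and Bmi1 binding at these genes, would test it.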
